# Large-scale analysis of antisense transcription in wheat using the Affymetrix GeneChip Wheat Genome Array

**DOI:** 10.1186/1471-2164-10-253

**Published:** 2009-05-29

**Authors:** Tristan E Coram, Matthew L Settles, Xianming Chen

## Abstract

**Background:**

Natural antisense transcripts (NATs) are transcripts of the opposite DNA strand to the sense-strand either at the same locus (*cis*-encoded) or a different locus (*trans*-encoded). They can affect gene expression at multiple stages including transcription, RNA processing and transport, and translation. NATs give rise to sense-antisense transcript pairs and the number of these identified has escalated greatly with the availability of DNA sequencing resources and public databases. Traditionally, NATs were identified by the alignment of full-length cDNAs or expressed sequence tags to genome sequences, but an alternative method for large-scale detection of sense-antisense transcript pairs involves the use of microarrays. In this study we developed a novel protocol to assay sense- and antisense-strand transcription on the 55 K Affymetrix GeneChip Wheat Genome Array, which is a 3' *in vitro *transcription (3'IVT) expression array. We selected five different tissue types for assay to enable maximum discovery, and used the 'Chinese Spring' wheat genotype because most of the wheat GeneChip probe sequences were based on its genomic sequence. This study is the first report of using a 3'IVT expression array to discover the expression of natural sense-antisense transcript pairs, and may be considered as proof-of-concept.

**Results:**

By using alternative target preparation schemes, both the sense- and antisense-strand derived transcripts were labeled and hybridized to the Wheat GeneChip. Quality assurance verified that successful hybridization did occur in the antisense-strand assay. A stringent threshold for positive hybridization was applied, which resulted in the identification of 110 sense-antisense transcript pairs, as well as 80 potentially antisense-specific transcripts. Strand-specific RT-PCR validated the microarray observations, and showed that antisense transcription is likely to be tissue specific. For the annotated sense-antisense transcript pairs, analysis of the gene ontology terms showed a significant over-representation of transcripts involved in energy production. These included several representations of ATP synthase, photosystem proteins and RUBISCO, which indicated that photosynthesis is likely to be regulated by antisense transcripts.

**Conclusion:**

This study demonstrated the novel use of an adapted labeling protocol and a 3'IVT GeneChip array for large-scale identification of antisense transcription in wheat. The results show that antisense transcription is relatively abundant in wheat, and may affect the expression of valuable agronomic phenotypes. Future work should select potentially interesting transcript pairs for further functional characterization to determine biological activity.

## Background

Natural antisense transcripts (NATs) are defined as transcripts of the opposite DNA strand to the sense-strand either at the same locus (*cis*-encoded) or a different locus (*trans*-encoded). The first NATs were detected in viruses, followed by prokaryotes and then eukaryotes. For an excellent review of current NAT knowledge, please refer to Lapidot and Pilpel [1]. NATs usually possess a negative regulatory effect and can affect gene expression at multiple stages including transcription, RNA processing and transport, and translation [2,3]. Thus, NATs may be involved in the regulation of varying biological functions such as the adaptation to stresses and development. NATs are involved in RNA interference [4,5], methylation [6] and genomic imprinting [7]. NATs give rise to sense-antisense transcript pairs that were once considered as rare, but the number identified has escalated greatly with the availability of DNA sequencing resources and public databases. For example, 22% of annotated genes in the fruit fly genome are reported to overlap as transcript pairs [8], and more than 20% of human transcripts may form sense-antisense transcript pairs [9]. In plants, few sense-antisense transcript pairs had been reported until recent large-scale studies in rice [10,11] and *A. thaliana *[12,13]. In the rice study, full-length cDNA data revealed that approximately 7% of transcripts formed sense-antisense transcript pairs [10]. In these plant studies, the alignment of full-length cDNAs and expressed sequence tags (ESTs) to the genome sequence was used to identify the sense-antisense transcript pairs, which is limited to the detection of *cis*-encoded pairs. In wheat, antisense transcripts have been discovered from serial analysis of gene expression (SAGE) tags of developing grain [14], where it was reported that 25.7% of forward (sense) tags had a matching reverse (antisense) tag, which indicated widespread antisense transcription in wheat.

An alternative method for large-scale discovery of sense-antisense transcript pairs involves the use of microarrays. In the first study of this type, Yelin *et al*. [15] used a strand-specific oligonucleotide probe array to detect antisense transcription in human cell lines. A study in mouse using a custom oligonucleotide array to assay the expression of 1,947 known sense-antisense transcript pairs has also been reported [16]. However, these studies required prior knowledge of the sense-antisense transcript pairs to enable the design of strand specific probes. To overcome this, Werner *et al*. [17] took advantage of the approximately 25% of incorrectly orientated probes on the Affymetrix GeneChip U74A and U74B 3'*in vitro *transcription (3'IVT) mouse arrays to detect novel antisense transcription in mouse brain and kidney tissues. The results showed that the commercial expression arrays were sensitive enough to detect antisense transcription, but because it cannot be assumed that current commercial arrays contain incorrectly orientated probes, this type of study could not be repeated. Subsequently, Ge *et al*. [18] developed a method called 'Antisense Transcriptome analysis using Exon array (ATE)' that used an altered target synthesis and labeling method that allowed both sense- and antisense-strand transcription to be assayed on Affymetrix Whole-Transcript Expression arrays (ie. Exon and Gene arrays). This protocol was successful but cannot be applied to the numerous Affymetrix (3'IVT) expression arrays, because these arrays are constructed with probes of the opposite strand to the Whole-Transcript Expression arrays, thus they use a different target labeling procedure altogether.

In the current study, we sought to develop a protocol that could be used to assay sense- and antisense-strand transcription on the Affymetrix GeneChip Wheat Genome array, which is a 3'IVT expression array. The 3'IVT expression arrays rely on *in vitro *transcription of double-stranded cDNA to both amplify and label the target cRNA before hybridization. The wheat array currently provides the most comprehensive coverage of the wheat genome for a microarray and is a commonly used resource for transcript expression studies [19,20] and hybridization-based DNA marker discovery [21]. This study is the first report of using a 3'IVT expression array to discover the expression of natural sense-antisense transcript pairs without relying on the presence of incorrectly oriented probes, and may be considered as proof-of-concept. By using alternative target preparation schemes, both the sense- and antisense-strand derived transcripts were labeled and hybridized to the Wheat Genome Array. To enable maximum discovery we selected five different tissue types for assay and used 'Chinese Spring' wheat genotype, since most of the GeneChip probe sequences were based on its genomic sequence. The functional annotation of detected wheat sense-antisense transcript pairs is discussed, as well as the performance and validation of the technique.

## Results

### Target preparation

Total RNA was extracted from five 'Chinese Spring' tissue types (germinated seed, shoot, flag leaf, spike pre-anthesis and spike post-anthesis; see materials and methods). In addition to maximizing discovery, these tissue types were also selected to align with the predominant tissues used for wheat EST sequencing efforts, including the International Wheat Genome Sequencing Consortium (IWGSC). All samples were of excellent quality as assessed by gel electrophoresis and spectrophotometry. The total RNA samples were mixed at equal concentrations before target preparation. The assay of sense-strand transcription followed the regular scheme as for all Affymetrix 3'IVT GeneChips (see materials and methods). However, to assay antisense-strand transcription, the Affymetrix Whole Transcript (WT) Sense Target Labeling Assay was used, which was designed specifically for use on Whole-Transcript Expression arrays. The WT target preparation method resulted in labeling the opposite strand to the 3'IVT assay and was therefore used in this study to assess antisense-strand transcription (Figure 1). 

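The pooled RNA represented 5 tissues of the wheat line 'Chinese Spring', and was read on 2 arrays, 1 for the 3'IVT assay and 1 for the WT assay. In the 3'IVT assay oligo(dT) priming and in vitro transcription label the complement of the mRNA, whereas the WT assay starts from random primers and labels the opposite strand. There was no replicate array in either assay, so the values below carry no error between samples and no test between the assays was made. The deposited table gives a linear signal intensity for 61290 probe sets on both arrays, of which 111 are Affymetrix controls and 64 read reporter genes from other organisms. The submitters' labels name MAS5, and the 2% trimmed mean of the signals was 500.3 in the 3'IVT assay and 500.2 in the WT assay, the scaling that MAS5 applies within an array. These are therefore not the RMA summarized values of the paper, and the log2 of each signal was used without further normalization between the arrays. Controls and reporter genes were left out of the counts, which leaves 61115 probe sets. The only measure of spread within an array was that between probe sets for the same region of the same spiked-in control. Its SD was 0.32 log2 units in the 3'IVT assay and 0.26 in the WT assay (27 probe sets of 9 regions). These probe sets differ in design, so the SD holds differences between probes as well as error. Signals of different probe sets also depend on the sequences of their probes, so a higher signal does not by itself show a more abundant transcript.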

The mixed total RNA sample was used as starting material for both the 3'IVT and WT target preparation, and each hybridization was carried out once according to standard Affymetrix protocol for the Wheat Genome Array.

**Figure 1:**
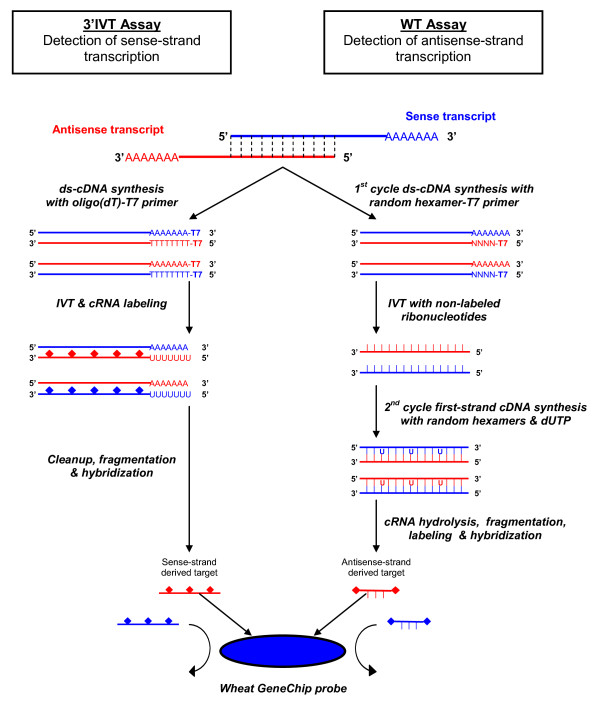
**Principles of the two target preparation methods used to assay both sense- and antisense-strand transcription**. A 5' (head-to-head) overlapping sense-antisense transcript pair is used as an example. The standard Affymetrix 3' *in vitro *transcription (3'IVT) assay was used to detect sense-strand transcription, while a modified Affymetrix Whole Transcript (WT) assay was used to detect antisense-strand transcription.

### Data analysis

Following hybridization and scanning, CEL files were analyzed to identify probe sets that showed successful hybridization in each of the 3'IVT and WT assay. The quality control metrics from the *affyQCreport *package [22] of Bioconductor [23] showed that data was of high-quality for both assays, but as expected the WT assay resulted in a lower percentage of detected transcripts (16.27%) than the 3'IVT assay (47.95%) using Affymetrix PMA (Present/Marginal/Absent) calls. 

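In the 3'IVT assay 10561 of the 61115 probe sets (17.3%) had a signal above the lowest bioB probe set, and in the WT assay 224 (0.367%) did. The median log2 signal was 6.63 in the 3'IVT assay, with quartiles of 4.69 and 8.83, and 8.01 in the WT assay, with quartiles of 6.22 and 9.27. The lowest bioB probe set lay 3.07 log2 units above the median in the 3'IVT assay and 7.18 above it in the WT assay. Probe sets for reporter genes, which wheat does not carry, gave a view of the background. Of these, 63 were used, without 1 whose signals lay in the range of the creX control. Their median log2 signal was 3.10 and their highest 7.02 in the 3'IVT assay, against 6.57 and 11.76 in the WT assay. Above the highest reporter gene lay 27465 wheat probe sets (44.9%) in the 3'IVT assay and 1991 (3.26%) in the WT assay. Of the 611 probe sets in the top 1% of 3'IVT signals, which include RUBISCO and photosystem genes, 42 were above the lowest bioB probe set in the WT assay. Across all probe sets the 2 arrays had a Spearman rho of 0.284, a correlation across probe sets, which are not independent replicates.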

Subsequently the relationship of array distributions (Figure 2) showed a skewing towards the 3'IVT assay, but it is clear that successful hybridization did occur in the WT assay. Figure 2 also showed that the spiked-in hybridization controls from Affymetrix (*bioB*, *bioC*, *bioD *and *creX*) produced similar signals from both assays although signals were slightly higher in the WT assay. 

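The bacterial biotin genes bioB, bioC and bioD and the phage gene creX rose in this order in both assays. The median log2 signals in the 3'IVT assay were 10.13 for bioB (9 probe sets), 11.60 for bioC, 13.50 for bioD and 15.10 for creX (6 probe sets each). In the WT assay they were 16.14, 17.29, 18.49 and 19.61. The WT signal was higher for each of the 27 probe sets, by a median of 5.47 log2 units on the scale of the deposited signals and by 4.35 to 6.55. The difference became smaller from bioB to creX, with medians of 5.93, 5.54, 5.05 and 4.44 log2 units. The SD of this difference between probe sets of one control region was 0.20. Because the deposited signals were scaled to the same trimmed mean on each array, the size of this difference depends on how many probe sets hybridized. Shifting each array by 1 constant to the values listed in Additional file 1, a setting chosen after seeing the data, gives a median difference of 1.39 log2 units. The listed and deposited scales do not differ by a constant over all probe sets, so this value is approximate.

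**Figure D1:**
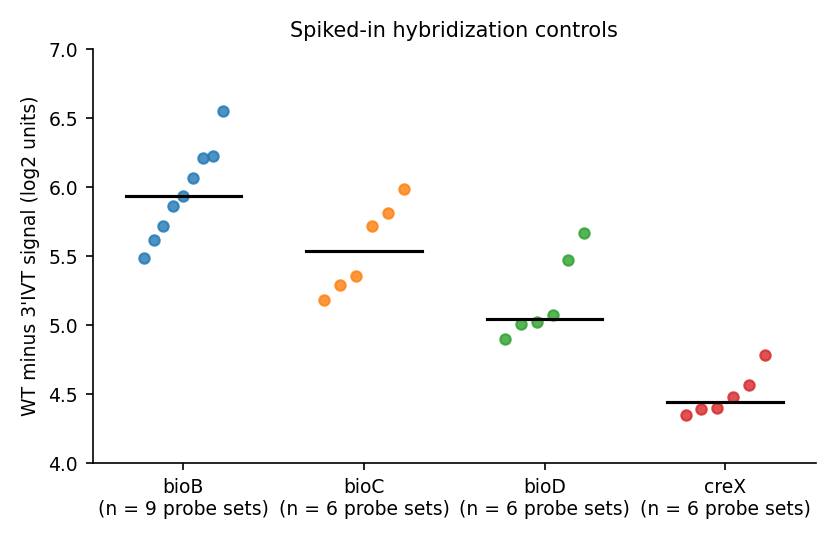
WT minus 3'IVT signal in log2 units for each probe set of the spiked-in controls bioB, bioC, bioD and creX. Points are probe sets, sorted within each control, and bars are medians, which fall from 5.93 for bioB to 4.44 for creX.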

The MAS 5.0 PMA calls and Robust Multi-array Average (RMA) summarized expression values were used to determine successful hybridization for each probe set. Because of differences in the two labeling methods, including starting amount of RNA and RNA amplification, the expression values of each array could not be validly compared. However, the PMA calls in combination with the expression values were used to determine positive hybridization to a particular probe set in each assay. This provided a qualitative measure of expression rather than quantitative, but for the purposes of this study which was to detect natural sense-antisense transcript pairs, this measure was satisfactory.

**Figure 2:**
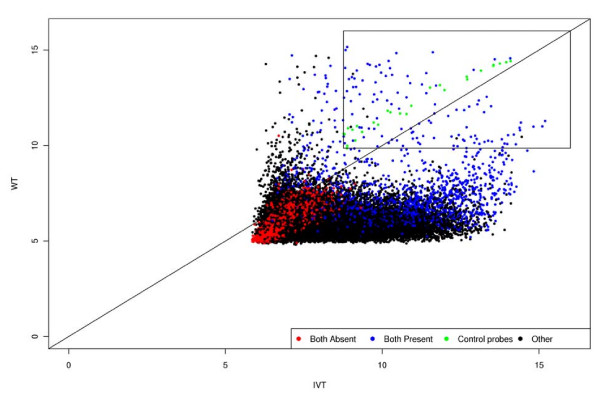
**Comparison of the 3'IVT (sense signal) and WT (antisense signal) array distributions**. The summarized log_2 _expression value for all probe sets (n = 61,127). Red spots indicate probe sets with absent MAS 5.0 PMA calls (*P *< 0.01) in both assays, black spots indicate probe sets called as present in one assay only, blue spots indicate probe sets with present calls in both assays, and green spots indicate the replicated spiked-in hybridization controls (*bioB, bioC, bioD *and *creX*). The black box shows the probe sets with expression values greater than the spiked-in hybridization controls in both assays, which were considered as positively hybridizing for this study.

### Identifying sense-antisense transcript pairs

To determine a confident positive threshold for expression value in both assays, the expression values of spiked-in hybridization controls (*bioB*, *bioC*, *bioD *and *creX*) were used. Because these controls are spiked-in immediately before hybridization, they were expected to behave in the same way in both assays. The *bioB *control is spiked-in at the detection limit, while the others are spiked-in at staggered concentrations after *bioB*. Thus, the log_2 _expression value of *bioB *was considered the threshold for positive hybridization in each assay (Figure 2). Because the *bioB *probe set is replicated three times on the wheat GeneChip, the log_2 _expression value of the lowest individual probe set was used. 

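The array carries 9 bioB probe sets, from 3 designs that each cover the 5', middle and 3' regions of this bacterial gene. For the 5' region, AFFX-BioB-5_at had log2 signals of 9.70 in the 3'IVT assay and 15.19 in the WT assay, AFFX-r2-Ec-bioB-5_at 10.13 and 15.74, and AFFX-Tae-r2-Ec-bioB-5_at 9.69 and 15.41. For the middle region, AFFX-BioB-M_at had 9.90 and 16.45, AFFX-r2-Ec-bioB-M_at 10.27 and 16.34, and AFFX-Tae-r2-Ec-bioB-M_at 10.53 and 16.47. For the 3' region, AFFX-BioB-3_at had 9.75 and 15.96, AFFX-r2-Ec-bioB-3_at 10.28 and 16.14, and AFFX-Tae-r2-Ec-bioB-3_at 10.37 and 16.595. The lowest value was thus 9.69 in the 3'IVT assay, a signal of 828, and 15.19 in the WT assay, a signal of 37298, and these were the thresholds used here on the deposited scale. In both assays the lowest probe set was one for the 5' region, and the median of all 9 was 10.13 and 16.14.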

For the 3'IVT assay this value was 8.76, and for the WT assay it was 9.86. These cut-off values were used in combination with the MAS 5.0 PMA calls and corresponding probability (*p*) values to detect successful hybridization in each assay. In both assays, a probe set must have firstly been called 'Present' with Wilcoxon rank sum test *p-*value < 0.01, and the RMA summarized log_2 _expression value must have been greater than 8.76 in the 3'IVT assay, and greater than 9.86 in the WT assay. This threshold cutoff identified 110 probe sets as positively hybridizing in both the 3'IVT and WT assays. In addition to the 110 probe sets, 8940 probe sets uniquely hybridized in the 3'IVT assay and 80 uniquely hybridized to the WT assay (potentially antisense-specific transcripts). 

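On the deposited signals 127 probe sets, or 0.208% of the array, were above the bioB threshold of both assays, and 105 of the 110 pairs listed in Additional file 1 were among them. The highest WT signals among the pairs belonged to NADH ubiquinone oxidoreductase, a respiratory chain enzyme (TaAffx.21659.1.A1_at, log2 signals of 10.27 in the 3'IVT and 19.74 in the WT assay), chloroplast ribosomal protein S15 (TaAffx.128617.18.S1_x_at, 13.20 and 19.56), photosystem II protein K (TaAffx.132743.1.S1_at, 12.35 and 19.52) and transcripts of unknown function (TaAffx.128795.21.S1_s_at, 11.37 and 19.64, TaAffx.128565.17.S1_at, 12.18 and 19.64, and TaAffx.107567.3.S1_at, 12.03 and 19.58). The highest 3'IVT signals belonged to chloroplast ribosomal protein S7 (TaAffx.3720.1.S1_at, 15.68 and 15.72), a RUBISCO small subunit (Ta.2752.3.S1_x_at, 15.57 and 16.19), a hypothetical protein (TaAffx.128712.4.S1_x_at, 15.56 and 15.40), the RUBISCO large subunit (Ta.24976.1.S1_x_at, 15.55 and 16.61) and carbonic anhydrase (Ta.5227.1.S1_at, 15.51 and 16.22). The 5 listed pairs that missed a threshold were ATP synthase Ta.23120.1.S1_at (14.30 and 14.75) and TaAffx.7291.1.S1_at (9.65 and 18.64), nicotianamine synthase Ta.771.2.S1_at (8.68 and 14.80), and the unknown Ta.645.3.A1_at (9.39 and 15.08) and TaAffx.28490.2.S1_s_at (14.91 and 15.13). They were chosen for naming after their values were seen. Of 22 further probe sets above both thresholds, 7 stand in Additional file 2 and 15 in neither list. Those with the largest excess over both thresholds were a second probe set for RUBISCO activase (Ta.27660.1.S1_x_at, 15.46 and 15.77), chloroplast ribosomal protein S2 (TaAffx.128946.4.S1_at, 10.25 and 15.86), and TaAffx.128795.16.S1_at (10.76 and 17.51), TaAffx.132743.1.S2_at (10.25 and 16.57) and TaAffx.135168.7.S1_at (12.47 and 15.72). Present calls were not applied to these counts. With the median bioB value as the threshold 76 probe sets were above in both assays, with the highest bioB value 57, and without probe sets shared between transcripts 69. The paper considers probe sets with a Present call and a value above the cut-off in both assays as candidate sense-antisense transcript pairs.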

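Above the 3'IVT threshold alone were 10434 probe sets, 17.1% of the array, and above the WT threshold alone were 97, or 0.159%. Of the 80 probe sets of Additional file 2, 69 were among the 97, 7 were above both thresholds and 4 above neither. The RUBISCO large subunit, the plastid-encoded part of the carbon-fixing enzyme, gave the brightest annotated WT-only signals, at TaAffx.128414.229.A1_x_at (log2 signals of 0.87 in the 3'IVT and 19.60 in the WT assay) and TaAffx.128414.24.A1_s_at (7.73 and 19.53). Transcripts of unknown function were as bright, at TaAffx.5802.2.S1_s_at (7.92 and 19.63) and TaAffx.133453.2.S1_at (8.78 and 19.62). Both RUBISCO names carry the letter A for an antisense-oriented design sequence, whose probes would read the sense strand in the WT assay. The S-lettered RUBISCO large subunit probe set TaAffx.128414.6.S1_at had 8.68 and 19.24. The 97 probe sets held 27 that neither Additional file lists. Of the design clusters, 49 had a probe set above the WT threshold and none above that of the 3'IVT assay. This count also leaves out WT-only probe sets whose cluster has another probe set above the 3'IVT threshold. The highest bioB value as threshold leaves 54 probe sets. The 3'IVT-only count was 6696 with the highest bioB value and 5843 without probe sets shared between transcripts.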

Because the aim of this study was detect transcript pairs transcribed from both strands, we mainly focused on probe sets detected in both assays. These stringent detection criteria ensured that the probe sets left were highly expressed in both assays and could more reliably be considered as sense-antisense transcript pairs. 

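Affymetrix names a probe set with the letter S or A for the sense or antisense orientation of its design sequence. If that orientation is right, an A-lettered probe set reads the sense strand in the WT assay. Its WT signal would then not show antisense transcription, which also bears on listed pairs such as TaAffx.21659.1.A1_at and TaAffx.6885.3.A1_s_at. Of the 97 probe sets above the WT threshold alone, 26 carried the letter A, or 26.8% (95% exact binomial interval 18.3 to 36.8). Over the whole array the share was 17.4% (10643 of 61115), among probe sets above the 3'IVT threshold alone it was 16.4% (15.7 to 17.1), and among those above both thresholds 10.2% (5.56 to 16.87). A-lettered probe sets were thus nearly as common above the 3'IVT threshold alone as over the array. The letter alone therefore does not settle which strand a probe set reads. Of the 80 listed antisense-specific probe sets, 20 carried the letter A (25.0%, 16.0 to 35.9), an interval that includes the share of the array. Without probe sets shared between transcripts the WT-only share was 20.8% (12.2 to 32.0) against 18.3% over the array, and with the median bioB value as threshold 25.0% (15.3 to 37.0), so the excess was then within counting error. The intervals cover counting error only. For 6 of the 26 A-lettered probe sets an S probe set of the same sequence is on the array, and each of these had at least 1 S probe set above the 3'IVT threshold. RUBISCO activase, which keeps RUBISCO in its active form, is an example. Its antisense-oriented probe set Ta.27660.1.A1_at had log2 signals of 6.63 in the 3'IVT and 18.08 in the WT assay, while Ta.27660.1.S1_at had 15.37 and 15.71. S-adenosylmethionine decarboxylase, an enzyme of polyamine synthesis, had 9.16 and 17.05 at Ta.1058.2.A1_at, against 14.71 and 10.87 at Ta.1058.2.S1_at. The peroxiredoxin BAS1 probe set Ta.28714.1.A1_s_at had 8.49 and 16.58, against 14.73 and 11.96 at Ta.28714.1.S1_at. The COBRA-like protein probe set TaAffx.143995.13.A1_at had 3.85 and 15.79, against 12.68 and 11.03 at TaAffx.143995.13.S1_at.

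**Figure D2:**
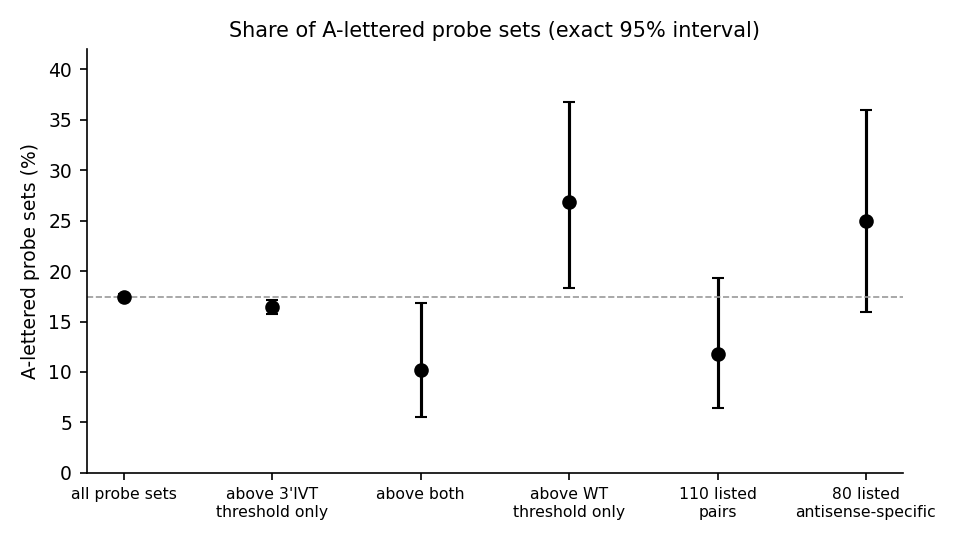
Share of A-lettered probe sets in percent among all probe sets, those above the 3'IVT threshold only, above both, above the WT threshold only, and those of Additional files 1 and 2. Bars are exact 95% binomial intervals and the dashed line is the share over the array, 17.4%, which lies below the interval of the WT-only probe sets (18.3 to 36.8) and inside that of Additional file 2 (16.0 to 35.9).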

In fact, the 80 antisense-specific probe sets could not necessarily be classified as antisense transcripts, because these may represent incorrectly orientated probes. Also, because the probes for a given transcript do not cover the entire sequence, there is a possibility for bias during hybridization. However, to form the basis of future studies these 80 probe sets were also given some attention.

### Annotation of probe sets

Each of the 110 candidate sense-antisense transcript pair probe sets were functionally annotated using HarvEST (Affymetrix Wheat1 Chip version 1.52). Gene Ontology (GO) was based on the TIGR rice genome annotation such that if a unigene possessed a significant (<1e-10) BLASTx match to rice, as identified in HarvEST, the corresponding GO terms for the rice protein were used, if available. Of the 110 probe sets 76 could be annotated (see Additional file 1), of which 46 (59%) were classified as involved in energy production ('Energy'), including several representations of ATP synthase, photosystem proteins and RUBISCO. 

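The 45 probe sets under 'Energy' in Additional file 1 fall into 32 design clusters, and 43 of them were above both thresholds. ATP synthase had 10 probe sets, 8 of them above both, with a median of 1.94 log2 units over the bioB threshold in the 3'IVT and 0.75 in the WT assay. Its brightest WT signal was at TaAffx.4530.1.S1_at (log2 signals of 10.89 in the 3'IVT and 19.49 in the WT assay). All 9 photosystem I probe sets were above both, at medians of 3.11 and 0.91 over the thresholds, with ycf4, an assembly protein of photosystem I, highest in the 3'IVT assay at TaAffx.6885.1.S1_at (14.71 and 16.10) and in the WT assay at TaAffx.6885.3.A1_s_at (11.79 and 19.39). The 7 probe sets of photosystem II and Q(B) lay 4.54 and 1.95 over the thresholds, and their median WT signal of 17.14 became 19.48 without shared probe sets. In this group photosystem II protein Z had 15.49 and 16.15 (TaAffx.128712.18.S1_s_at). The 4 RUBISCO large subunit probe sets (medians 5.59 and 1.15 over the thresholds), the 3 of the small subunit and activase (5.69 and 1.00) and the 2 of carbonic anhydrase, which supplies the substrate for carbon fixation (5.70 and 0.97), lay far over the 3'IVT threshold and near the WT threshold. The medians of the 5 NAD(P)H and NADH oxidoreductases showed the opposite order, 0.66 and 3.07, and their median WT signal of 18.25 became 18.95 without shared probe sets. Chain 5 of the plastid complex did not follow this order, with signals of 12.78 and 17.52 (TaAffx.128617.1.S1_x_at), 3.08 and 2.33 over the thresholds. The 4 cytochromes lay at 3.49 and 1.44, with cytochrome b559 alpha at 14.55 and 16.23 (TaAffx.6196.1.S1_at). Against 10000 random lists matched on the mean of both arrays, the median WT signal of every one of these groups lay at or above the percentile 99.2, which follows from their selection on WT signal. Against random lists from the probe sets above both thresholds it lay between 4.27 for ATP synthase and 86.1 for the oxidoreductases.

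**Figure D3:**
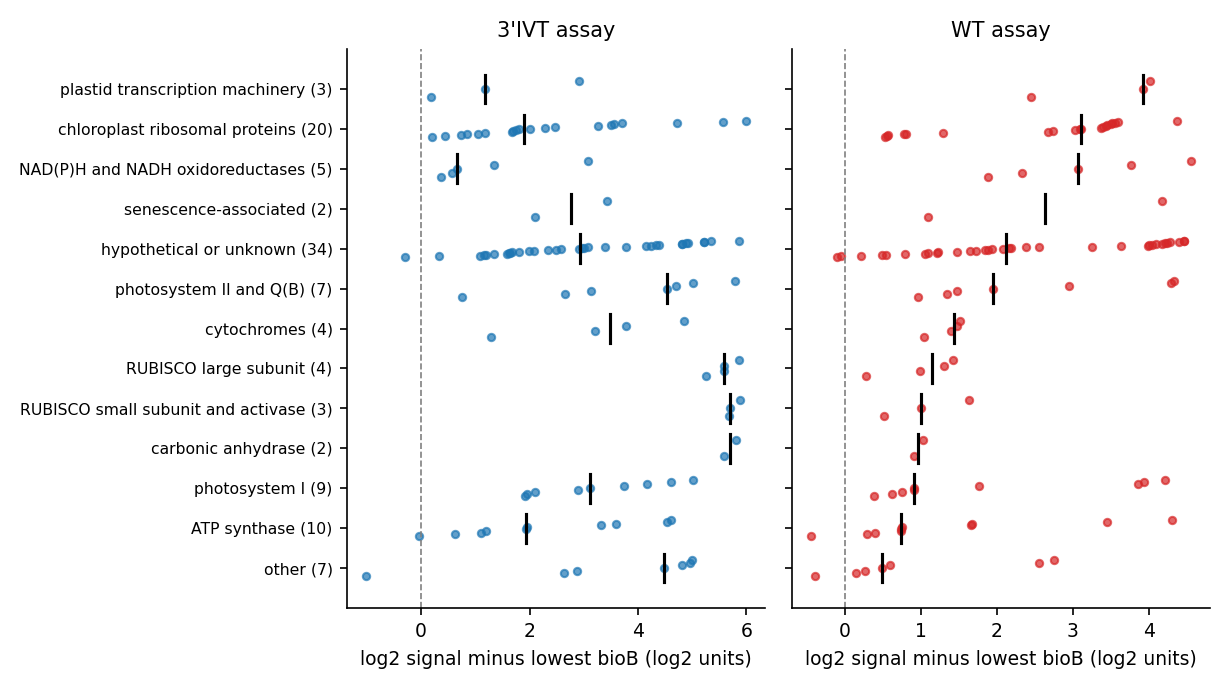
log2 signal minus the lowest bioB probe set of the same array, in log2 units, for the 110 listed pairs by functional group, with the number of probe sets in brackets, in the 3'IVT assay (left) and the WT assay (right). Points are probe sets, bars are group medians and the dashed line is the threshold. RUBISCO and carbonic anhydrase lie at medians of 5.59 to 5.70 in the 3'IVT assay and 0.97 to 1.15 in the WT assay, and chloroplast ribosomal proteins at 1.90 and 3.10.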

To determine the significance of overrepresentation of the number of energy-related transcripts identified, a hypergeometric test of selected energy-related terms in the HarvEST annotated transcript description were used (see 'Methods'). For the transcripts identified as present in one or both hybridizations, energy-related terms were identified in 1831 of the 24578 transcripts (7.4%) that possessed a transcript description. Using the same search terms, 46 of the 76 annotated probe sets identified in this study possessed energy-related terms. 

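In the paper's counts, 46 of 76 descriptions among the pairs and 1831 of 24578 among all detected transcripts held an energy-related search term, so that 5.66 would be drawn by chance. The terms cover photosystems, chlorophyll, ATP synthase, cytochromes and NADH, and also ribosomal protein and chloroplast. The exact upper tail of the hypergeometric distribution from these counts is p = 1.09e-32. A search of the putative functions of the 76 annotated pairs for the 11 terms of the Methods found 55 with a term, of which 20 were chloroplast ribosomal proteins. Each of these 20 also holds the term chloroplast, so leaving out the term ribosomal protein gives 55 again, and leaving out both terms gives 35. The search was literal, so functions written as RUBISCO or NAD(P)H-quinone oxidoreductase matched no term. Those probe sets are among the 45 under 'Energy' in Additional file 1, so the 35 does not count all energy-related pairs. The putative functions of Additional file 1 were searched here, not the rice transcript descriptions that the paper used.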

Subsequently, energy-related transcripts were found to be significantly over-represented in this study with a *p*-value of 4.88 × 10^-37^. 

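Outside photosynthesis and respiration the largest annotated group was protein biosynthesis, with 20 probe sets in 7 design clusters for ribosomal proteins of the chloroplast, all above both thresholds. Their median lay 1.90 log2 units over the bioB threshold in the 3'IVT and 3.10 in the WT assay. Proteins S11 (3 probe sets, WT log2 signals of 18.56 to 18.70), S12 (2, 18.74 and 18.79) and S15 (4, 17.93 to 19.56) had high WT signals, while S7 (2, 15.72 and 15.75) and S16 (1, 15.74) were near the WT threshold. Among random lists of single probe sets above both thresholds, their median lay at the percentile 99.8 in the WT and 5.07 in the 3'IVT assay. The lists take no account of the shared clusters of the 20. The 3 probe sets of the plastid transcription machinery lay 1.18 and 3.92 over the thresholds, and their median WT signal of 19.11 became 18.42 without shared probe sets. Maturase K, a plastid intron-splicing factor, had log2 signals of 10.88 and 19.21 at TaAffx.109850.2.S1_at and of 12.61 and 19.11 at TaAffx.134856.1.S1_x_at. Of single representatives, metallothionein, a metal-binding protein, had 14.70 and 15.46 (Ta.23013.3.S1_s_at), a Yip1 domain protein of vesicle transport had 14.50 and 17.94 (TaAffx.143997.1.S1_s_at), and the chlorophyll a/b binding protein had 14.17 and 15.67. The 34 hypothetical or unknown probe sets lay 2.94 and 2.12 over the thresholds, with 32 above both.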

The diversity of the annotated probe sets is summarized in Table 1.

**Table 1:** Summary of the 76 successfully detected and annotated sense-antisense transcript pairs in both the 3'IVT and WT assay.

**Number of transcripts**	**Functional category**^**1**^	**Putative function**^**2**^
20	Metabolism: Protein biosynthesis	Ribosomal protein
10	Energy	ATP synthase
9	Energy	Photosystem I protein
5	Energy	Photosystem II protein
4	Energy	NAD(P)H-quinone oxidoreductase
4	Energy	RUBISCO large subunit
2	Cell death	Putative senescence-associated protein
2	Energy	Carbonic anhydrase
2	Energy	Cytochrome b subunit
2	Energy	Cytochrome c subunit
2	Energy	Photosystem Q(B) protein
2	Energy	RUBISCO small subunit
2	Transcription	Maturase K
1	Energy	Chlorophyll a/b binding protein
1	Energy	RUBISCO activase
1	Energy	NADH dehydrogenase
1	Homeostasis	Metallothionein
1	Metabolism: Secondary	Nicotianamine synthase
1	Metabolism: Secondary	Thioredoxin
1	Transcription	DNA-directed RNA polymerase
1	Transcription	Translation initiation factor
1	Transcription	Zinc finger protein
1	Transport	Yip1 domain containing protein

^1^Functional categories were based on the Munich Information Center for Protein Sequences classifications

^2^Putative function shows the best significant BLASTX database hit from HarvEST.

The 80 potential antisense-specific probe sets were also annotated as described for the transcript pairs. 

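Among the 80 listed antisense-specific probe sets the RUBISCO large subunit was represented by 3 probe sets of 1 design cluster, with WT log2 signals of 19.24 to 19.60 and 3'IVT signals of 0.87 to 8.68, the highest of them at TaAffx.128414.6.S1_at. A RUBISCO small subunit probe set had 5.99 in the 3'IVT and 16.07 in the WT assay. A subunit of the cytochrome b6-f complex, which links the photosystems, had 9.00 and 19.24 (TaAffx.31422.1.S1_at). The 2 NAD(P)H-dependent oxidoreductases had 7.01 and 18.98 (TaAffx.112816.1.S1_at) and 8.93 and 16.04 (TaAffx.80571.1.S1_at). Of the 10 probe sets under 'Energy' in Additional file 2, which fall into 8 design clusters, 9 were above the WT threshold alone, none was above both, and the median of the 10 lay 3.34 log2 units over the WT threshold.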

Of the 80 probe sets only 31 could be annotated (see Additional file 2), of which 10 (32%) were classified as involved in energy production ('Energy') including several representations of RUBISCO. 

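The DNA-directed RNA polymerase of the plastid, which transcribes many photosynthesis genes, was read by 4 of the antisense-specific probe sets, all above the WT threshold alone. The alpha chain had log2 signals of 8.42 in the 3'IVT and 18.85 in the WT assay (TaAffx.129824.10.S1_at). The 3 beta chain probe sets had 3'IVT signals of 8.93 to 9.65 and WT signals of 16.21 to 17.97, and TaAffx.7081.1.S1_at, with the highest 3'IVT signal, had 9.65 and 17.59, just under the 3'IVT threshold. A translation initiation factor had 8.77 and 18.52 (TaAffx.129824.2.S1_at). Additional file 2 places 8 probe sets under 'Transcription', of which 7 were above the WT threshold alone. The median of all 8 lay 1.71 log2 units over it.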

Nine (28%) were involved in transcription ('Transcription') and included several DNA-directed RNA polymerase transcripts. However, the majority of antisense-specific transcripts were of unknown function.

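Of the 80 probe sets 49 had no assigned function (61.3%), in 37 design clusters. On the deposited signals 41 of them were above the WT threshold alone, 6 were above both thresholds and 2 above neither. Their median lay 1.63 log2 units over the WT threshold and at -1.89 log2 units from that of the 3'IVT assay. Beside the unknown transcripts, the smaller functional classes of the list included 5 probe sets of secondary metabolism, all above the WT threshold alone at a median of 1.25 log2 units over it, 4 of protein biosynthesis, of which 3 were above the WT threshold alone, and 2 of growth.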

### Strand-specific transcription validation

Ten probe sets selected to represent a range of functional categories were validated for sense- and antisense-strand transcription using strand-specific reverse transcription-PCR (RT-PCR). An example of the electrophoresis results is shown in Figure 3. Sense-strand transcription was detected for all 10 targets sets in each tissue except for the target RUBISCO activase in the 'Germinated seed' tissue (Table 2). In fact, the 'Germinated seed' tissue was most different to the other tissues and showed the least amount of antisense-strand transcription for the 10 targets. The 'Shoot', 'Flag leaf', 'Spike pre-anthesis' and 'Spike post-anthesis' tissues all showed the same pattern of sense- and antisense-strand transcription. These results indicate that antisense-strand transcription is likely specific to certain tissues and/or developmental stages, although not to a great extent in the 10 target transcripts analyzed in this study. Only one of the 10 targets (10%) did not show any antisense-strand transcription in any tissue, thus was not in agreement with the microarray results. However, this could be due to the position of the RT-PCR primer for amplifying the antisense-strand transcript. Because antisense-strand transcripts may not necessarily span the full-length of their complementary sense-strand transcript, the RT-PCR primer may have been targeted to a missing region in the antisense-strand transcript, thus the RT-PCR would fail.

**Figure 3:**
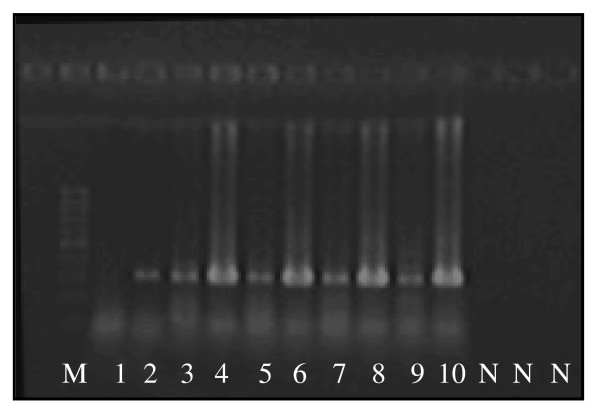
**Strand-specific RT-PCR for target Carbonic anhydrase (Ta.5227.1)**. Sense-strand transcription was detected only for germinated seed tissue, and both sense- and antisense-strand transcription for all other tissues. M: DNA marker, 1: Germinated seed antisense, 2: Germinated seed sense, 3: Shoot antisense, 4: Shoot sense, 5: Flag leaf antisense, 6: Flag leaf sense, 7: Spike pre-anthesis antisense, 8: Spike pre-anthesis sense, 9: Spike post-anthesis antisense, 10: Spike post-anthesis sense, N: Negative controls.

**Table 2:** Validation of selected sense-antisense transcript pairs with strand-specific reverse transcription PCR (RT-PCR).

**Probe set ID**	**Putative function**^**1**^	**RT-PCR result**^**2**^									
		*Germinated seed*		*Shoot*		*Flag leaf*		*Spike pre-anthesis*		*Spike post-anthesis*	
		
		*S*	*A*	*S*	*A*	*S*	*A*	*S*	*A*	*S*	*A*

Ta.136.1	Thioredoxin	X		X	X	X	X	X	X	X	X
Ta.2752.2	RUBISCO small subunit	X		X	X	X	X	X	X	X	X
Ta.27660.1	RUBISCO activase			X		X		X		X	
Ta.5227.1	Carbonic anhydrase	X		X	X	X	X	X	X	X	X
TaAffx.128414.1	RUBISCO large subunit	X	X	X	X	X	X	X	X	X	X
TaAffx.128418.24	Putative senescence-associated protein	X	X	X	X	X	X	X	X	X	X
TaAffx.128757.1	Photosystem Q(B) protein	X	X	X	X	X	X	X	X	X	X
TaAffx.129824.1	Translation initiation factor	X	X	X	X	X	X	X	X	X	X
TaAffx.4530.1	ATP synthase alpha chain	X		X	X	X	X	X	X	X	X
TaAffx.4544.2	Cytochrome c biogenesis protein ccsA	X		X	X	X	X	X	X	X	X

^1^Functional categories were based on the Munich Information Center for Protein Sequences classifications and putative function shows the best significant BLASTX database hit from HarvEST.

^2^RT-PCR result shows detection of transcription (X) for the sense (S) strand and antisense (A) strand in each tissue.

## Discussion

This study reports on the first use of an Affymetrix GeneChip 3'IVT expression array for discovering both sense- and antisense-strand transcription. Through the adaptation of the Affymetrix WT assay, the antisense transcribed strand was successfully labeled and hybridized to the Wheat Genome Array, which allowed for the detection of natural sense-antisense transcript pairs. To our knowledge, the Wheat Genome Array does not contain any probes for known sense-antisense transcript pairs, thus the data from the hybridizations could not be standardized and/or normalized to a known sense-antisense transcript pair. Subsequently, a highly stringent data acceptance threshold was applied, based on PMA call and expression value cutoffs. This increased the confidence in detecting true antisense transcription. It is important to recognize the limitations of this study, which stem from the 'closed' nature of microarray systems. Because the Wheat Genome Array contains only known transcript sequences, the study is clearly limited to detection of transcript pairs that are present on the array. Further, the probes for each transcript are biased to the 3' end of transcripts and do not span the entire gene. Thus, because antisense-strand transcripts commonly have a different splice structure they may not be detected. Subsequently the 110 candidate sense-antisense transcript pairs and the 80 potentially antisense-specific transcripts that were identified are likely to under-represent the number of true transcript pairs. In future studies, custom microarrays containing probes for sense and antisense transcripts would be useful as different target preparation assays would not be required, but because we aimed to obtain a broad representation of the extent of antisense transcription we chose to use the most comprehensive Wheat Genome Array.

The function of antisense-strand transcription is widely believed to regulate the expression of sense-strand transcripts at either transcription, mRNA maturation or translation [2]. In fact, Lapidot and Pilpel [1] reviewed the literature and postulated four mechanisms of action; transcriptional interference, RNA masking, double-stranded RNA (ds-RNA)-dependent mechanisms, and chromatin remodeling. The ds-RNA mechanisms would likely be the result of RNA-dependent RNA polymerases, which generate ds-RNA that are the precursors of short interfering RNA (siRNA). The timing of sense- and antisense-strand transcription is also important; for example, if the sense-strand is transcribed first up to a certain level followed by transcription of the antisense-strand, the biological result would be delayed inhibition of the sense-strand gene expression. Conversely, if the antisense-strand was transcribed first, this would result in pre-inhibition of sense-strand gene expression up to a threshold. Differences in the half-life of the sense-and antisense-strand transcripts, as well as tissue-specificity and potential light and/or diurnal transcript regulation [24] would also affect these scenarios. In the present study the timing of transcription and relative level of sense- and antisense-transcripts could not be determined because a single time-point was used for RNA extraction in each tissue, and the design of the assay did not allow valid comparisons between the 3'IVT and WT results to estimate transcript levels. Thus the mode of action of the detected sense-antisense transcript pairs would require further study.

An important observation in this study was the functional annotation of the sense-antisense transcript pairs, which indicated a significant over-representation of those involved in energy production, particularly photosynthesis. Additionally, many transcripts for ribosomal proteins involved in protein synthesis were identified. The abundance of antisense transcripts for these common plant processes may indicate that they are negatively regulated by antisense transcripts. Alternatively, the antisense transcripts could possibly be the result of ectopic expression. There is little data on large-scale antisense transcription profiling in plants to compare these results with, but a study in rice of leaf and seed tissue using Serial Analysis of Gene Expression (SAGE) identified sense-antisense transcript pairs and also found that the most abundant pairs were annotated as involved in energy production, including RUBISCO and a Photosystem I protein [11]. The similarity between studies shows that transcripts involved in photosynthesis are likely to be controlled by antisense transcripts in plants. An appealing explanation is the possibility for diurnal regulation of photosynthesis through antisense regulation. Although this study did not span a time-course required to demonstrate diurnal regulation, the results warrant further exploration of this hypothesis.

The results of the strand-specific RT-PCR also showed that antisense transcription is likely to be tissue-specific. Only one of the RT-PCR results was not in complete agreement with the microarray result, which could be due to truncated antisense transcripts where the priming sites were absent. In their microarray study of human cell antisense transcription, Ge *et al*. [18] found that 26% of the RT-PCR results were not consistent with microarray observations. In this study we also identified 80 transcripts as potentially antisense-specific, although further studies would be needed to confirm this because of the possibility for incorrectly oriented probes or strand bias during hybridization. The majority of these transcripts were annotated as unknown, but of those that were there was again a trend towards function in photosynthesis. A high percentage were also functionally involved in controlling transcription, including transcripts with homology to DNA-directed RNA polymerase, which indicates that gene expression in wheat may be regulated by antisense transcripts at the transcriptional level.

A recent study in wheat involving SAGE of developing grain also identified antisense transcripts [14], where the most abundant functional categories aside from unknown tags were associated with storage and reproduction. The abundance of these functional categories was due to the sampling of developing grain tissue, while the abundance of energy-related transcripts in our study is most likely due to the selection of photosynthetic tissues. For this reason, these two studies complement each other well. As in our study, Poole *et al*. [14] found that most antisense tags were of unknown function and that many transcripts were highly expressed in both sense and antisense, which may suggest a function of the antisense transcript for mediating alternative polyadenylation rather than down-regulation of the sense transcript, although there is no evidence for this at this stage. One other similarity to our study was the identification by Poole *et al*. [14] of antisense transcripts related to transcription, such as nucleotide binding proteins, which the authors suggest may enable the control of multiple pathways that require large scale changes during development. Other than these similarities, the results of our study differ from Poole *et al*. [14], which again is likely due to the complementary tissues analyzed.

This study was exploratory and revealed that the method was successful in identifying sense-antisense transcript pairs using the commercial Wheat Genome Array. The next step from this study is to select potentially interesting antisense transcripts for further study. There were several transcript pairs belonging to functional categories including 'Cell death' and 'Transcription' that may be involved in the regulation of important biological processes, and the antisense-specific transcripts related to transcription are also of interest. An understanding of the role of antisense transcription as it relates to gene expression may be important for the expression of certain phenotypes of interest. Additionally, knowledge of natural antisense transcripts may also be important for altering gene expression through transgenic studies in plants. The abundance of antisense-strand transcripts in plants is supported by recent studies using 'open' transcriptomics systems including SAGE [11,14] and Massively Parallel Signature Sequencing (MPSS) [12]. With the advent of RNA-Seq (RNA sequencing), which is high-throughput transcriptome sequencing method [25] that incorporates the use of next-generation sequence-by-synthesis technologies, the future will see a greatly enhanced discovery and understanding of antisense-strand transcription in plants.

## Conclusion

This study demonstrated the novel use of an adapted labeling protocol and a 3'IVT Affymetrix GeneChip microarray for large-scale identification of antisense transcription in wheat, a crop of great economic importance. The results show that antisense transcription is relatively abundant in wheat, and may affect the expression of valuable agronomic phenotypes. Strand-specific RT-PCR validated the microarray observations, and showed that antisense transcription is likely to be tissue specific. Most of the identified sense-antisense transcript pairs were annotated as genes involved in energy production, indicating that photosynthesis is likely to be under regulation by antisense transcripts.

## Methods

### Plant material and RNA extraction

The spring wheat genotype 'Chinese Spring' was selected for this study because the majority of GeneChip Wheat Genome Array (Affymetrix, Santa Clara, California, USA) probe sequences were based on its DNA sequence. Five tissue types were selected for this study; i.Germinated seed (germinated on wetted filter paper in a petri-dish in the dark for two days, radicle and plumule emerged), ii.Shoot (Feekes 1.2, emergence with second leaf unfolded), iii.Flag leaf (Feekes 9.0, flag leaf stage with ligule emerged), iv.Spike pre-anthesis (Feekes 10.5, heading complete), and v.Spike post-anthesis (Feekes 10.5.3, flowering complete to base of spike). For each tissue type except 'Germinated seed', six seeds were planted in 6-inch round pots using a potting mix (6 peat moss: 4 vermiculite with lime: 3 sand: 3 commercial potting mix: 2 perlite: 1.7 g/L lime: 3.3 g/L Osmocote: 2.2 g/L ammonium nitrate). Seedlings were grown to the appropriate growth stages for tissue collection in a greenhouse with a stable temperature of 25 ± 2°C and a 16 h light/8 h dark cycle. All tissue samples were immediately frozen in liquid nitrogen, and total RNA was extracted from 1.0 g of each pooled tissue type using the Trizol^® ^Plus RNA Purification Kit (Invitrogen, Carlsbad, CA) with an on-column DNase treatment. Purified total RNA samples were quantified with a NanoDrop^® ^ND-1000 (NanoDrop, Wilmington, DE) spectrophotometer, and satisfactory purity was indicated by A260:280 ratios of 1.9–2.1 in 10 mM Tris-Hcl (pH 7.5). Integrity of total RNA samples was assessed by denaturing formaldehyde gel electrophoresis, where the presence of sharp 28S and 18S ribosomal RNA bands at an intensity ratio of ~2:1 (28S:18S) indicated good integrity. The five total RNA samples were then mixed at equal concentrations before analysis.

### Wheat Genome Array

The GeneChip Wheat Genome Array (Affymetrix, Santa Clara, California, USA) is a 3'IVT array that includes 61,127 probe sets representing 55,052 transcripts for all 21 wheat chromosomes in the genome. 59,356 probes sets represent modern hexaploid (A, B and D genomes) bread wheat (*T. aestivum*) and are derived from the public content of the *T. aestivum *UniGene Build #38 (April 24, 2004). 1,215 probe sets are derived from ESTs of a diploid near relative of the A genome (*T. monococcum*), a further 539 represent ESTs of the tetraploid (A and B genomes) macaroni wheat species *T. turgidum*, and five are from ESTs of a diploid near relative of the D genome known as *Aegilops tauschii*. Probe sets consisted of pairs of 11 perfect match (PM) and mismatch (MM) 25-mer oligonucleotides designed from the 3' end of exemplar sequences, with nucleotide 13 as the MM. Array annotation information is available on the NetAffx data analysis center .

### Sense-strand transcription analysis

The 3'IVT Wheat Genome Array detects sense strand transcription by generating antisense-orientated labeled complementary RNA (cRNA) from the original RNA sample that is then hybridized to the probes that are designed to hybridize to the antisense-orientated labeled cRNA. Although the system generates antisense-orientated labeled cRNA, the assayed strand for transcription is the sense strand. Thus, to assay sense strand transcription in the mixed Chinese Spring total RNA sample, the regular 3'IVT Affymetrix protocol was carried out . Briefly, double-stranded cDNA was generated from mRNA using a T7-oligo(dT) primer. The double-stranded cDNA was cleaned up and used as template for *in vitro *transcription (IVT) in the presence of T7 RNA Polymerase and a biotinylated nucleotide analog/ribonucleotide mix for cRNA amplification and biotin labeling. The biotinylated cRNA target was then cleaned up, fragmented, and hybridized to the Wheat Genome Array. All hybridizations and data acquisition was performed at the Genomics Core Facility at Washington State University (Pullman, Washington, USA) according to standard Affymetrix protocols .

### Antisense-strand transcription analysis

To assay antisense strand transcription, the Affymetrix Whole Transcript (WT) Sense Target Labeling Assay  was used. This WT assay is intended for use on Affymetrix Whole Transcript expression arrays, which contain probes designed to hybridize with sense-orientated labeled cDNA. Because the probes of the 3'IVT Wheat Genome Array are designed to hybridize to antisense-orientated labeled cRNA derived from sense strand transcription, the sense-orientated labeled cDNA generated by the WT assay will not hybridize to the array unless it was derived from antisense transcription. Thus to discover antisense transcription in the mixed Chinese Spring total RNA sample, the target was prepared using the WT assay but hybridized to the 3'IVT Wheat Genome Array. Briefly, double-stranded cDNA was synthesized with random hexamers coupled to the T7 promoter, followed by IVT amplification with T7 RNA polymerase to produce cRNA. A second cycle cDNA synthesis was then performed using random primers for reverse transcription, which converted the cRNA into single-stranded cDNA in the same orientation as the original mRNA (sense-orientation). The single-stranded cDNA was then cleaned up, fragmented, and hybridized to the Wheat Genome Array according to standard Affymetrix protocol.

### Data analysis

Using GeneChip Operating Software (GCOS) v.1.4 (Affymetrix, Santa Clara, California, USA), image quality control was performed by inspecting raw intensity (DAT) files for scratches/smears and uniform performance of the B2 oligo around the border of each image. Data quality control was from raw data in CEL files using the *affyQCreport *package [22] of Bioconductor [23], which provided Affymetrix recommended quality metrics, per array intensity distributions, between array comparisons, and other diagnostic plots for each hybridization. The Bioconductor [23] package *affy *[26] was used to read in the raw Affymetrix 'CEL' files, which were pre-processed using Robust Multi-array Average (RMA) [27,28]. Pre-processing was modified so that only expression value summarization was applied. Background correction and normalization were omitted because the arrays were hybridized using different labeling assays. PMA (present, marginal and absent) calls were calculated for each probe set using a Wilcoxon rank sum test from MAS 5.0 [29]. Only those probe sets with a Wilcoxon *p*-value < 0.01 were considered 'present'.

Probe sets called as present were also required to possess a summarized log_2 _expression value greater than the *bioB *spiked-in hybridization control (>8.76 in the 3'IVT assay and >9.86 in the WT assay). Probe sets meeting these criteria were annotated using HarvEST (Affymetrix Wheat1 Chip version 1.52), which identified the corresponding unigene for each probe set and provided the current best BLASTX hit from the non-redundant (nr) database of NCBI, as well as the best BLASTX hits from rice and *Arabidopsis thaliana *TIGR databases . A database hit <1e-10 was considered as significant, otherwise the unigene was annotated as 'no homology'. Unigenes were assigned to functional categories based on Munich Information Center for Protein Sequences (MIPS; ) classifications. All minimum information about microarray experiments (MIAME) guidelines were observed and GeneChip data was deposited into WheatPLEX [30] accession TA21, as well as NCBI's Gene Expression Omnibus [31] accession number GSE12528. For gene ontology (GO), the rice locus matching each probe set in the HarvEST output provided the most comprehensive annotation set. To assess the significance of energy-related transcripts, common terms in the rice transcript description for energy-related transcripts were selected and used as search terms across the annotation of transcripts found to be present in one or both assays. The search terms used were: photosystem, ribosomal protein, chloroplast, chlorophyll, cp12, oxygen-evolving, carbonic anhydrase, ATP synthase, ribulose, cytochrome, NADH. Each probe set was inspected as to whether or not it contained one or more the 'energy' search terms. To assess whether 'energy' related transcripts were significantly overrepresented in the identified sense-antisense transcript pairs than was expected by random chance, we performed a hypergeometric test.

### Strand-specific transcription validation

Ten probe sets that were found to be transcribed on both strands were selected for validation using strand-specific reverse transcription-PCR (RT-PCR) (Table 2). 

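The 10 targets correspond to 11 probe sets of Additional file 1, and all 11 were above the threshold of both assays on the pooled RNA. The largest excess over the WT threshold was that of ATP synthase TaAffx.4530.1.S1_at, 4.30 log2 units, with 1.19 over the 3'IVT threshold. The putative senescence-associated protein TaAffx.128418.24.S1_at followed with 4.17 over the WT and 3.43 over the 3'IVT threshold, and the translation initiation factor TaAffx.129824.1.S1_s_at with 2.56 and 2.87. The photosystem Q(B) protein TaAffx.128757.1.S1_at, a core protein of photosystem II, lay 1.95 over the WT and 5.02 over the 3'IVT threshold. The RUBISCO small subunit Ta.2752.2.S1_x_at lay at 1.63 and 5.69, the cytochrome c biogenesis protein ccsA TaAffx.4544.2.S1_s_at at 1.52 and 3.20, the RUBISCO large subunit TaAffx.128414.1.A1_x_at at 1.31 and 5.58, and carbonic anhydrase at 1.03 and 5.81 (Ta.5227.1.S1_at) and at 0.91 and 5.58 (Ta.5227.1.S1_x_at). RUBISCO activase Ta.27660.1.S1_at at 0.52 and 5.68 and the thioredoxin Ta.136.1.S1_at at 0.14 and 4.96 were nearest to the WT threshold, and the last lay within the SD of 0.26 between spike-in probe sets. RUBISCO activase is the target for which the paper's RT-PCR found no antisense product in any tissue. For the thioredoxin it found 1 in every tissue but germinated seed. The arrays were hybridized with RNA pooled over the tissues, so these values do not resolve the tissues tested by RT-PCR.

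**Figure D4:**
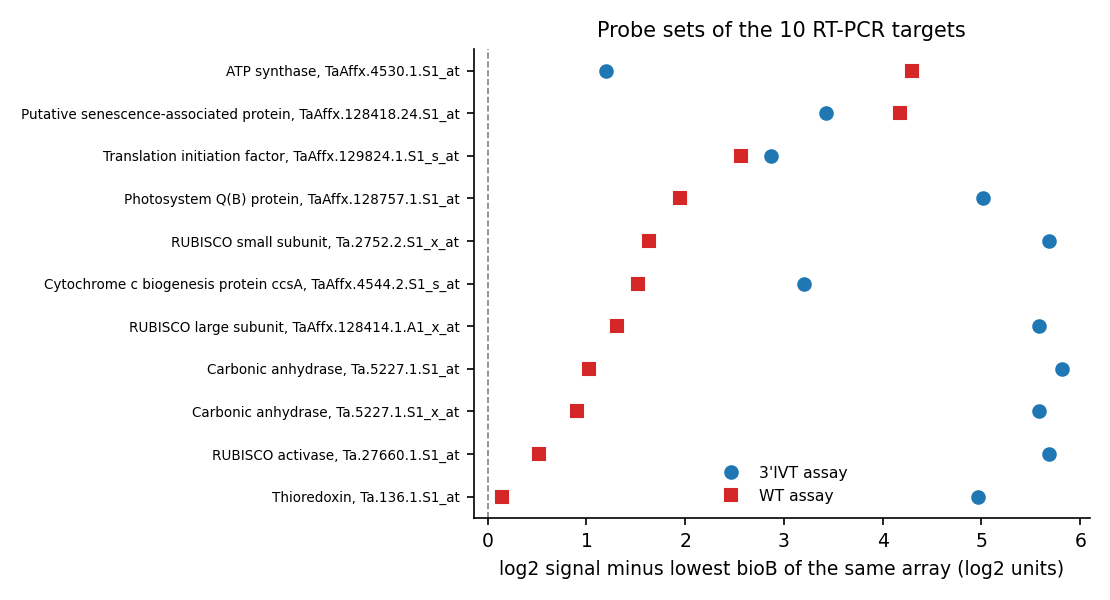
log2 signal minus the lowest bioB probe set of the same array, in log2 units, for the 11 probe sets of the 10 RT-PCR targets in the 3'IVT assay (circles) and the WT assay (squares), ordered by the WT value. All lie to the right of the dashed threshold, from 0.14 to 4.30 in the WT assay and from 1.19 to 5.81 in the 3'IVT assay.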

The strand-specificity of the Qiagen One Step RT-PCR kit (Qiagen, Valencia, California, USA) has been confirmed in previous studies [32], thus was selected for use in this study. DNase-treated total RNA from each tissue type was used to determine potential tissue specificity of transcription. Unigene sequences for each of the 10 probe sets were identified using HarvEST (Affymetrix Wheat1 Chip version 1.52), and primer pairs were designed using Vector NTI (v. 10.3.0, Invitrogen Corporation). Strand-specificity was achieved by selective use of primers in the reverse transcription step, where the reverse primer was used to detect sense transcripts, and the forward primer to detect antisense transcripts. PCR reactions following reverse transcription were carried out in the presence of both forward and reverse primers, with the following cycling parameters; i. 50°C for 60 min (reverse transcription), ii. 95°C for 15 min (activate polymerase and deactivate RT enzymes), iii. 4°C for 5 min (added missing primer/s for PCR at this point), iv. 94°C for 30 s, 60°C for 30 s, 72°C for 45 s (PCR cycling repeated 35 times), and v. 72°C for 10 min (final extension). All PCR products were visualized on 1.5% agarose gels.

## Authors' contributions

TEC carried out the tissue collection, RNA extraction, RT-PCR, data analysis, and drafted the manuscript. MLS participated in the design of the study and performed the statistical analysis. TEC and XC conceived the study. XC participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of the 110 sense-antisense transcript pairs with Present calls (*P *< 0.01), >8.76 3'IVT assay log_2 _expression value and >9.86 WT assay log_2 _expression value**. The data provided represents annotation and statistical values for the candidate sense-antisense transcript pairs. 

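Additional file 1 gives for each of the 110 pairs the Present or Absent call, its p-value and the RMA summarized log2 value in both assays. All 110 probe sets were found in the deposited table. Across them the deposited log2 signals and the listed values had a Spearman rho of 0.978 in the 3'IVT assay and 0.953 in the WT assay. The deposited value was higher by a median of 1.49 log2 units in the 3'IVT assay and 5.57 in the WT assay, so the 2 sets of values are on different scales but order the pairs in nearly the same way. All 110 have a listed p-value under 0.01 in both assays.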

Click here for file

Additional file 2 **List of the 80 potential antisense-specific transcripts with Present calls (*P *< 0.01) and >9.86 WT assay log_2 _expression value**. The data provided represents annotation and statistical values for the potential antisense-specific transcripts. 

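All 80 probe sets of Additional file 2 were found in the deposited table, with a Spearman rho of 0.944 between deposited and listed log2 values in the WT assay and 0.891 in the 3'IVT assay, where signals are low. All 80 are marked Absent in the 3'IVT assay, and 35 of them (43.8%) have a listed 3'IVT p-value under 0.01. The listed 3'IVT log2 values of these 35 have a median of 8.06 and reach 8.75. These 35 thus passed the paper's p-value cut-off in the 3'IVT assay but not its value cut-off of 8.76. A further 2 probe sets have a listed 3'IVT value above 8.76 with a p-value of 0.01 or more. On the deposited signals 76 of the 80 were above the WT threshold and 7 above the 3'IVT threshold.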

Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

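RNA pooled from 5 tissues of the wheat line 'Chinese Spring' was hybridized to 2 Wheat Genome Arrays, 1 prepared by the 3'IVT assay (sense strand) and 1 by the WT assay (antisense strand). Each array is a single hybridization, both labelled replicate 1, so no value has an error between samples and no p-value was computed from the signals. The number of arrays limits the precision.

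The deposited table holds 1 signal intensity per probe set and array, which the authors made with MAS5 according to the submitters' labels. MAS5 summarizes the probes of a set, subtracts background and mismatch signal and scales each array to a common trimmed mean, and the 2% trimmed means of the 61290 signals were 500.3 and 500.2. The paper's own lists use RMA summarization without background correction or normalization, together with Present calls. The plan had left the scale of the deposited values open. As they were linear, their log2 was taken. Because each array is scaled on its own, an array on which few probe sets hybridize has its brightest probe sets raised, and values were not compared between the assays as levels. Present calls and detection p-values were used only as listed in Additional files 1 and 2, so the counts above a threshold rest on signal alone.

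Affymetrix controls (111 probe sets) and probe sets for reporter genes (64) were left out of counts, which left 61115 probe sets, of which 12704 are shared between transcripts by their suffix. Leaving out the reporter genes was decided after seeing the data. The threshold in each assay was the lowest of the 9 bioB probe sets, as in the paper. Spread was taken from 27 spike-in probe sets as the pooled SD within 9 control regions. Shares have exact 95% binomial intervals, and rank correlations have intervals from 1000 bootstrap samples of sequences. Group medians were set beside 10000 random lists of the same size, matched on the mean of both arrays in 20 bins, as a description only. The hypergeometric test, the only test with a p-value, used the counts the paper states and takes each probe set as a separate draw. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The counting and correlation steps were tested on simulated data for 61115 probe sets and gave back the 130, 1000 and 100 probe sets placed above both thresholds, the 3'IVT threshold alone and the WT threshold alone.

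Probe sets are named by the putative functions in Additional files 1 and 2. The platform annotation gives 1 gene symbol for 1273 of the 61290 probe sets, several for none, and 60017 are unnamed here. Of the 1273, 1272 were matched by gene identifier to the RefSeq annotation of assembly IWGSC CS RefSeq v2.1, used for names alone. Functional groups were fixed from the putative functions before the signals were opened, when the values in the Additional files had been seen. The members of the groups over the whole array were picked from gene synonyms after the annotation and some signals had been seen, and the group of nuclear-encoded photosynthesis genes was added then. Of the groups planned, actins, chlorophyll a/b binding proteins and mitochondrial genes had no member by synonym. A gene whose synonyms name both an ATP synthase and an invertase was left out.

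The probe sets named in the text were fixed by a rule before the deposited signals were examined, when the values in the Additional files had been seen. They are those of Table 2, in each functional group the listed probe set with the highest WT and the highest 3'IVT signal, the 10 brightest in the WT and the 5 brightest in the 3'IVT assay, the 5 with the largest excess over both thresholds that Additional file 1 does not list, both orientations of Ta.27660.1, and every bioB probe set. Others were named after their values were seen. Alternatives were another bioB value as threshold, quantile normalization, a shift of the WT array by the spike-in difference, leaving out shared probe sets, counting design clusters once, a filter on low signals, and other lists. Kept reporter genes and a shift to the listed values were added after seeing the data.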

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

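The items here are signals above the bioB threshold that the paper does not discuss, and all were chosen after seeing the results. The control probe set for wheat 18S ribosomal RNA had a signal of 78534 in the WT assay and 1412 in the 3'IVT assay, against thresholds of 37298 and 828, which is 1.07 and 0.77 log2 units over them. The control probe set for the 5' part of wheat ubiquitin had a signal of 47296 in the WT assay, 0.34 log2 units over the threshold, and 27084 in the 3'IVT assay. Its middle and 3' probe sets were below the WT threshold, at -1.48 and -4.78 log2 units from it, and 4.52 and 4.22 over the 3'IVT threshold.

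Above both thresholds lay 15 probe sets that neither Additional file lists. The brightest in the WT assay was TaAffx.85725.1.S1_at (log2 signals of 9.77 in the 3'IVT and 16.83 in the WT assay). Above the WT threshold alone lay 27 probe sets that neither list holds. Whether these probe sets carried Present calls was not analysed here.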

How the results depend on the processing

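No paired analysis was possible because each assay has 1 array and no test compares groups. With 2 arrays and no replicates, the labels below rest on the spread of spike-in probe sets, on exact or bootstrap intervals, or on a factor of 1.5 for counts. Quantile normalization keeps the order within an array, so it left the 3 counts as they were by construction. The shift by the spike-in difference moved the WT threshold by only -0.02 log2 units, so it tests little. Under the other settings 8 of 15 recomputed counts stayed within the factor. The median bioB value set thresholds of 10.13 (3'IVT) and 16.14 (WT) and left 76 probe sets above both. The highest bioB value set 10.53 and 16.595 and left 57 above both, 6696 above the 3'IVT and 54 above the WT threshold alone, and 56 of the listed pairs. Without shared probe sets 69 of the 127 above both and 5843 of the 10434 above the 3'IVT threshold alone were left. That was a larger loss than over the array, where 48411 of 61115 probe sets were left. Of the 97 above the WT threshold alone, 72 were left. Clusters with a probe set above the WT threshold and none above the 3'IVT threshold numbered 49. Keeping reporter genes, added after seeing the data, changed the counts by at most 1. The spike-in difference was 4.38 log2 units after quantile normalization and 1.39 on the listed scale, which was also added after seeing the data. The share of A-lettered probe sets lay between 20.8% and 25.0% in its alternatives, inside its interval of 18.3 to 36.8. Of 12 recomputed rank correlations 11 stayed inside their intervals. That of S probe sets between the 2 assays was 0.231 among sequences whose S and A probe sets each lay above the array median in either assay. That of A probe sets was 0.0595 there, at the lower end of its interval. This filter drops sequences with a probe set low in both assays, which by itself can lower both values.

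The plastid minus nuclear difference was 4.80 without shared probe sets and 5.51 after quantile normalization, and reversed to -1.86 with Additional file 2 added, whose probe sets were selected for low 3'IVT signal. Without shared probe sets 6 of 12 group medians of WT signal stayed within the spread, and the others were 18.95 for the oxidoreductases, 15.71 for RUBISCO small subunit and activase, 15.07 for the remaining annotated pairs, 19.48 for photosystem II, 18.42 for the transcription machinery and 19.36 for the senescence-associated proteins. The RUBISCO large subunit had no unshared probe set left. Percentiles among lists from the probe sets above both thresholds were 4.27 for ATP synthase, 86.05 for the oxidoreductases, 24.8 for the RUBISCO large and 25.83 for the small subunit and activase, 18.91 for carbonic anhydrase, 99.76 for ribosomal proteins, 37.25 for cytochromes, 97.9 for unknown, 1.79 for remaining, 9.71 for photosystem I, 68.14 for photosystem II, 93.8 for transcription and 74.94 for senescence-associated. The cause was not tested for these shifts. In the WT assay 3.26% of signals exceed the highest reporter gene, which limits what can be read from the lower signals there. The median of all probe sets, 8.01, was above the reporter-gene median of 6.57.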

Differences from the paper's values

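The hypergeometric p-value from the paper's counts of energy terms is 1.09e-32 here, and the paper's value is 4.88e-37. No alternative set before the data were examined changes these counts.

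Additional file 1 holds 45 probe sets under 'Energy', where the paper's text gives 46, and Additional file 2 holds 8 under 'Transcription', where the text gives 1 more. The paper describes the signals of the spiked-in controls as similar and slightly higher in the WT assay. On the deposited scale the median difference was 5.47 log2 units and on the scale of the listed values 1.39, a setting chosen after seeing the data. On that scale the bioB thresholds were 8.21 for the 3'IVT and 9.62 for the WT assay, beside the paper's 8.76 and 9.86. The shift is 1 constant per array from the pairs of Additional file 1, 1.49 log2 units in the 3'IVT assay. In Additional file 2 the median 3'IVT difference was 0.25, with a range of -5.42 to 1.93. The 2 scales thus do not differ by a constant, and the shifted values are approximate.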

Other observations

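Groups of annotated genes were also looked up over the whole array, of which 0.367% lay above the WT threshold, so that a small group with no probe set above it does not stand apart. Histones H2A and H2B, the core proteins of chromatin, had 17 of 18 probe sets above the 3'IVT threshold, at a median log2 signal of 12.16, and none above the WT threshold, where their median of 8.25 lay at the percentile 54.8 of the array. Histone H2A-3 had 12.38 in the 3'IVT and 2.38 in the WT assay at Ta.27192.1.S1_at, but 8.28 and 7.41 at Ta.27192.1.S1_s_at. Histone H2B-6 had 13.23 and 12.92 at Ta.27708.1.S1_at. Tubulins, the subunits of microtubules, had 9 of 10 probe sets above the 3'IVT threshold (median 12.21), and their WT median of 10.06 lay at the percentile 86.5. Nuclear-encoded photosynthesis proteins had 7 of 9 above the 3'IVT threshold (median 14.65), and their WT median of 13.25 lay at the percentile 98.9, with thioredoxin M above the WT threshold. Of 6 probe sets for raftin and profilin, proteins of anthers and pollen, all were above the 3'IVT threshold (median 12.23) and none above the WT threshold.

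Of 25 probe sets for seed storage and seed defence proteins (gliadins, glutenins, avenin-like proteins, amylase inhibitors and purothionins), 4 were above the 3'IVT threshold, among them a gliadin (Ta.15268.1.S1_x_at, log2 signals of 12.19 in the 3'IVT and 10.62 in the WT assay), and none above the WT threshold. The highest WT signals of this group were those of A-lettered probe sets, for a gamma-gliadin at Ta.28632.1.A1_at (3.92 and 14.63) and a glutenin at Ta.160.2.A1_at (1.74 and 13.89). The remaining A-lettered probe set, Ta.24114.15.A1_x_at, had 1.15 and 7.62. S probe sets of the 2 bright sequences were below the 3'IVT threshold, at 5.70 (Ta.28632.1.S1_x_at) and 7.74 (Ta.160.2.S1_x_at). Of 7 lipid transfer protein and thionin probe sets, 3 of which also stand in the seed group, 2 were above the 3'IVT threshold. Of 3 cytosolic ribosomal protein probe sets 1 was above it, as was the single amylase gene (11.24 and 10.69), while a small heat shock protein was not (6.28 and 8.32). The annotation assigns 28 probe sets to the RUBISCO large subunit, of which 5 were above the 3'IVT and 3 above the WT threshold, and their medians were 6.18 and 7.99. By letter, 2 of 4 A-lettered and 1 of 24 S-lettered probe sets were above the WT threshold. The Additional files hold further RUBISCO large subunit probe sets above it that this annotation misses. S-lettered ones were TaAffx.128414.6.S1_at (WT signal 19.24), TaAffx.128414.215.S1_s_at (16.17) and TaAffx.128414.219.S1_x_at (15.47), and TaAffx.128414.24.A1_s_at (19.53) was A-lettered. The counts by letter thus cover the annotated probe sets alone. These groups rest on few annotated probe sets and on 1 array per assay, and their members were chosen after some of the values had been seen.

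For 168 sequences with both an S and an A probe set, rank correlations were computed between the assays and within each. The strands named here assume that the orientation in the probe set name is right. Signals of S probe sets in the 3'IVT assay and of A probe sets in the WT assay, which would both read the sense strand, had a Spearman rho of 0.705 (bootstrap interval 0.606 to 0.787). For the antisense strand, A in the 3'IVT and S in the WT assay, rho was 0.389 (0.249 to 0.515). The same probe set in both assays gave 0.459 (0.330 to 0.584) for S and 0.224 (0.0594 to 0.377) for A. Different probe sets within an array gave 0.327 (0.171 to 0.466) in the 3'IVT and 0.430 (0.293 to 0.560) in the WT assay. A filter kept 106 sequences whose S and A probe sets each lay above the array median in either assay. With it the same probe set gave 0.231 for S and 0.0595 for A. It drops sequences with a probe set low in both assays, which by itself can lower these values. The sense-strand rho was then 0.741, the antisense-strand rho 0.320, and those within the 3'IVT and WT arrays 0.265 and 0.362. These are correlations across sequences, which are not independent replicates.

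For the patterns that follow, the test on reverse-oriented probes, both tests on plastid-encoded products and the comparison of sequences with and without a bright S probe set were chosen after the values they use had been seen. The first pattern is the share of A-lettered probe sets among WT-only probe sets, 26.8% against 17.4% over the array. A candidate explanation is that A-lettered probes read the sense transcript in the WT assay. The S probe sets of the same sequences had a median 3'IVT percentile of 99.8 (range 90.9 to 99.99), against a median of 49.9 over all 174 A-lettered probe sets with an S partner, but only 6 of 26 have a partner, so the rest stay open. Probe sets shared between transcripts were tested by leaving them out, which gave 20.8% (12.2 to 32.0) against 18.3% over the array and decides nothing. The excess is no longer outside counting error there, in Additional file 2 or with the median bioB value as threshold, and no biological explanation was tested.

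The second pattern is that listed pairs of plastid-encoded products (50 probe sets) had a median WT minus 3'IVT difference of 5.11 log2 units against 0.76 for nuclear-encoded products (9 probe sets), with overlapping ranges of 0.04 to 9.04 and 0.33 to 6.12. Clusters with many probe sets are argued against, since the difference between the groups was 4.26 with 1 mean per design cluster and 4.35 over probe sets. Oligo(dT) and random priming could capture plastid RNA, most of which lacks poly(A) tails, to different extents. Plastid-encoded pairs lay at -2.58 log2 units from nuclear-encoded pairs in the 3'IVT assay and 1.62 above them in the WT assay, but with Additional file 2 added they lay 3.38 above in the 3'IVT assay. The lists were selected on these same signals, so this explanation and the selection cannot be told apart.

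The third pattern is that the 611 probe sets in the top 1% of 3'IVT signals had a median WT percentile of 95.4. If probes were bright whatever the target, the arrays should correlate among dim probe sets too. The rank correlation of the 2 arrays among the 30558 probe sets with the lowest 3'IVT signals was 0.164, between the bounds set for and against this, so it stays open. Sense-strand target carried into the WT assay is another candidate explanation. Among 28 sequences whose S probe set was above the 3'IVT threshold, WT signals of A and S probe sets had a rho of 0.611 (0.237 to 0.876). That is over the bound set beforehand for carry-over. In 27 of the 28 the A probe set was the brighter in the WT assay, with a median S minus A of -3.25 log2 units. The other 140 sequences, set beside them afterwards, had a rho of 0.215 (0.0336 to 0.362). The difference in rho was 0.396, and its interval of -0.000652 to 0.721 just reaches 0, so this stays open too. Antisense transcription in proportion to sense transcription would give the same relation and was not tested.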
